# Identification of Genes Regulated by the Antitermination Factor NasT during Denitrification in *Bradyrhizobium diazoefficiens*

**DOI:** 10.1264/jsme2.ME19033

**Published:** 2019-06-28

**Authors:** Cristina Sánchez, Arthur Fernandes Siqueira, Hisayuki Mitsui, Kiwamu Minamisawa

**Keywords:** *Bradyrhizobium*, denitrification, NasT, transcriptional regulation, RNA-seq

## Abstract

The soybean symbiont *Bradyrhizobium diazoefficiens* grows anaerobically in the presence of nitrate using the denitrification pathway, which involves the *nap*, *nir*, *nor*, and *nos* genes. We previously showed that NasT acts as a transcription antitermination regulator for *nap* and *nos* gene expression. In the present study, we investigated the targets of NasT in *B. diazoefficiens* during denitrifying growth by performing transcription profiling with RNA-seq and quantitative reverse-transcription PCR. Most of the genes with altered expression in the absence of NasT were related to nitrogen metabolism, specifically several systems for branched-chain amino acid transport. The present results suggest that the reduced expression of genes involved in nitrogen acquisition leads to the induction of alternative sets of genes with similar functions. The Δ*nasT* mutant of *B. diazoefficiens* grew better than the wild type under denitrifying conditions. However, this enhanced growth was completely abolished by an additional loss of the *narK* or *bjgb* genes, which encode cytoplasmic systems for nitrite and nitric oxide detoxification, respectively. Since the expression of *narK* and *bjgb* was increased in the Δ*nasT* mutant, the growth of the Δ*nasT* mutant may be promoted by increased detoxification activity.

Soybean hosts the N_2_-fixing bacterium *Bradyrhizobium diazoefficiens* (reclassified from *B. japonicum* [3]), which has the ability to grow under low oxygen conditions by sequentially reducing nitrate (NO_3_^−^) to N_2_ via the denitrification pathway. Denitrification is a dissimilatory pathway that requires four enzymes in *B. diazoefficiens*: periplasmic nitrate reductase (Nap), nitrite (NO_2_^−^) reductase (NirK), nitric oxide (NO) reductase (cNor), and nitrous oxide (N_2_O) reductase (Nos). These enzymes and their accessory functions are encoded by the *napEDABC*, *nirKV*, *norCBQD*, and *nosRZDYFLX* gene clusters, respectively (28). Denitrification may be advantageous for bradyrhizobial cell survival in the soybean rhizosphere and for root colonization after oxygen depletion (18). Under symbiotic conditions, denitrification contributes to the production and detoxification of NO, an important signaling molecule for the establishment and functioning of symbiosis (27). Additionally, bradyrhizobial denitrification is involved in both the production and mitigation of the greenhouse gas N_2_O in soybean fields (9, 11).

The *nasST* operon encodes a NO_3_^−^ and NO_2_^−^ sensor/transcriptional antitermination regulatory system. This system was initially considered to be involved in the NO_3_^−^/NO_2_^−^-responsive regulation of *nas* genes for the NO_3_^−^ assimilation pathway in bacteria, including *B. diazoefficiens* (1, 15, 16, 25, 38). Since *nasST* genes are located separately from the NO_3_^−^/NO_2_^−^ assimilation gene cluster in some bacteria, a possible role for the regulation of other metabolic pathways was suggested (15). We showed that the expression of *nap and nos* genes was weaker under anaerobic NO_3_^−^ respiration conditions (hereafter ‘denitrifying conditions’) in the *B. diazoefficiens* Δ*nasT* mutant than in the wild type (30). Other targets of this regulatory system are currently unknown in this bacterium.

NasS and NasT form a complex that dissociates when NasS senses NO_3_^−^ at a micromolar concentration (8, 16, 30). NasT is an ANTAR (AmiR and NasR transcription antitermination regulator) family protein (34). When it is released from NasS, this protein interacts directly with the 5′-leader region of *nosR* mRNA and interferes with the formation of a terminator structure, allowing for the read-through transcription of *nos* genes (31). A similar antitermination mechanism is expected for other targets of NasT, as suggested for the regulation of *nas* genes in *B. diazoefficiens* and other bacteria (1, 16, 25, 38). The Δ*nasT* mutant has been shown to grow better than the wild type under denitrifying conditions (30); this was an unexpected observation because the growth of *B. diazoefficiens* is completely dependent on *nap* genes under denitrifying conditions (4).

The main objective of the present study was to investigate the targets of NasT in *B. diazoefficiens* under denitrifying conditions. We herein showed that NasT regulated a number of genes involved in nitrogen metabolism. We also characterized *B. diazoefficiens* mutants in different genes of the *nas* operon that are relevant to NO_2_^−^ and NO detoxification in the cytoplasm (*narK* and *bjgb*) and demonstrated the involvement of these genes in the enhanced growth of the Δ*nasT* mutant under denitrifying conditions.

## Materials and Methods

### Bacterial strains and growth conditions

The strains used in the present study are listed in Table 1. Cells of *B. diazoefficiens* were pre-cultured aerobically with reciprocal shaking (300 rpm, 30°C) in HM salt medium (HEPES; 1.3 g L^−1^; MES, 1.1 g L^−1^; Na_2_HPO_4_, 0.125 g L^−1^; Na_2_SO_4_, 0.25 g L^−1^; NH_4_Cl, 0.32 g L^−1^; MgSO_4_ 7H_2_O, 0.18 g L^−1^; FeCl_3_, 0.004 g L^−1^; CaCl_2_ 2H_2_O, 0.013 g L^−1^; pH 6.8) supplemented with 0.1% l-(+)-arabinose and 0.25% (w/v) yeast extract (2, 26). *Escherichia coli* cells were grown at 37°C in Luria–Bertani medium (20). The following antibiotics were used for *B. diazoefficiens*: kanamycin (Km; 100 μg mL^−1^), spectinomycin (Sp; 100 μg mL^−1^), streptomycin (100 μg mL^−1^), and polymyxin B (50 μg mL^−1^); and for *E. coli*: Km (50 μg mL^−1^) and Sp (50 μg mL^−1^).

In growth experiments under denitrifying conditions, cells were inoculated into 5 mL (optical density ~0.01 at 660 nm) of HM medium supplemented with trace metals (26) and 10 mM KNO_3_ (HMMN) in 35-mL tubes. The tubes were sealed with rubber stoppers and the gas phase was replaced with 100% N_2_ in a vacuum line (26, 35). Cells were grown at 30°C with reciprocal shaking at 300 rpm. Growth was measured daily by recording optical density at 660 nm. Extracellular NO_3_^−^ concentrations were measured as described previously (35).

### RNA isolation and sequencing

Cells of *B. diazoefficiens* were inoculated into 20 mL (optical density ~0.01 at 660 nm) of HMMN medium in 100-mL bottles and reciprocally shaken (100 rpm, 30°C) for 24 h under denitrifying conditions. The isolation of total RNA, the DNaseI treatment, and cDNA synthesis were performed as described previously (31 and references therein). Two biological replications were processed for each strain (wild-type USDA 110 and Δ*nasT* mutant). In each cDNA sample (four in total), 5 μg was used for the RNA sequencing analysis. The removal of ribosomal RNAs with the Ribo-Zero Magnetic Kit for Gram-negative Bacteria (Epicentre, Madison, WI, USA), cDNA library preparation with the Illumina TruSeq Stranded mRNA LT Sample Prep Kit (Illumina, San Diego, CA, USA), and sequencing on the Illumina HiSeq 2000 Sequencing System in the paired-end mode running 100×2 cycles were performed by Hokkaido System Science (http://www.hssnet.co.jp/). In each of the four samples, ~45 million reads were generated; ~83% of the reads had Q (Phred quality score) ≥30 for each of the four samples (Table S1).

### Bioinformatic analysis

Read trimming, the mapping of reads to the reference genome, read counting, normalization to RPKM (reads kilobase^−1^ million mapped reads^−1^), and calculations of expression values were performed with the CLC Genomics Workbench software 9.5.3. (https://www.qiagenbioinformatics.com/). Based on the total reads generated, approximately ~85% were trimmed, and from those, ~42% were mapped onto the *B. diazoefficiens* genome (GenBank accession number: NC_004463) (Table S1). Genes with fewer than 10 reads per 1 million mRNA reads were omitted from subsequent analyses. A gene with a fold change ≥2 or ≤−2 and a *q* value (estimate of the false discovery rate) ≤0.05 was considered to be up- or down-regulated, respectively. The Rhizobase (http://genome.annotation.jp/rhizobase) and KEGG (http://www.genome.jp/kegg/) databases were used for pathway analyses.

### RNA sequencing data accession number

RNA sequencing data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE130301 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE130301).

### Validation of differential expression

To validate RNA sequencing results, quantitative reverse transcription-PCR (qRT-PCR) was performed on selected genes using a LightCycler Nano Instrument (Roche, Basel, Switzerland) with the FastStart Essential DNA Green Master (Roche) and specific primers for *sigA* (*sigA*f/*sigA*r), *nosR* (*nosR*f/*nosR*r), *nosZ* (*nosZ*f/*nosZ*r), *napA* (*napA*f/*napA*r), *nirK* (*nirK*f/*nirK*r), *norB* (*norB*f/*norB*r), *narK* (*narK*f/*narK*r), *nasC* (*nasC*f/*nasC*r), and bll3385 (bll3385f/bll3385r) (Table S2). The PCR program was set according to the manufacturer’s instructions. The specificity of PCR amplification was confirmed by a melting-curve analysis. This analysis was performed in duplicate for each of the two independent RNA samples. Expression levels calculated by the 2^−ΔΔCt^ method (33) were normalized to the *sigA* level and expressed relative to the values for the wild type.

### Construction of mutant strains

*B. diazoefficiens* Δ*narK*, Δ*bjgb*, and Δ*nasC* mutants were constructed by overlap extensions (10). In separate PCRs, two fragments (600–700 nucleotides each) of the target sequence were amplified using PrimeSTAR Max DNA Polymerase (TaKaRa Bio, Kusatsu, Japan) and the following primer sets: *narK*_01/*narK*_02 (to generate *narK*-A), *narK*_03/*narK*_04 (*narK*-B), *bjgb*_01/*bjgb*_02 (*bjgb*-A), *bjgb*_03/*bjgb*_04 (*bjgb*-B), *nasC*_01/*nasC*_02 (*nasC*-A), and *nasC*_03/*nasC*_04 (*nasC*-B). Primer sequences are listed in Table S2. *narK*-A and *narK*-B, *bjgb*-A and *bjgb*-B, and *nasC*-A and *nasC*-B fragments were then fused in second PCR with the same polymerase and the primer sets *narK*_01/*narK*_04, *bjgb*_01/*bgjb*_04, and *nasC*_01/*nasC*_04 (Table S2), respectively. PCR products were cloned as ~1.3-kb BamHI–PstI fragments for *narK*-AB and *bjgb*-AB and as ~1.3-kb EcoRI–BamHI fragments for *nasC*-AB into the pK18*mobsacB* vector (32). The resulting plasmids (pΔ*narK*, pΔ*bjgb*, and pΔ*nasC*; Table 1) were transferred by conjugation from *E. coli* DH5α to *B. diazoefficiens* using pRK2013 as a helper plasmid (5) to generate markerless deletions, as described previously (32). Kanamycin-resistant transconjugants were selected and grown in the presence of 10% sucrose to force the loss of the vector-encoded *sacB* gene. The resulting colonies were checked for Km sensitivity. The desired deletions were confirmed by PCR. To obtain Δ*napA*-Δ*nasT*, Δ*narK*-Δ*nasT*, Δ*bjgb*-Δ*nasT*, and Δ*nasC*-Δ*nasT* double mutants, the plasmid pΔ*nasT* (Table 1) was transferred by conjugation from *E. coli* DH5*α* to *B. diazoefficiens* Δ *napA* (Table 1), Δ*narK*, Δ*bjgb*, and Δ*nasC*, respectively, as described above. The desired deletions were confirmed by PCR using the primer set *nasT*_01/*nasT*_02 (Table S2).

## Results and Discussion

### The NasT regulon is mainly composed of genes involved in nitrogen metabolism

We used RNA-seq for the transcription profiling of the wild type and Δ*nasT* mutant, which were grown under anaerobic conditions in the presence of NO_3_^−^ at 10 mM as the electron acceptor with both ammonia and organic nitrogen as nitrogen sources (2, 26). 

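RNA sequencing libraries of 2 cultures of wild-type USDA 110 and 2 cultures of the Δ*nasT* mutant, grown for 24 h with 10 mM nitrate, were analysed here from the gene counts that the authors deposited. The paper describes them as biological replications. Ribosomal RNA was removed, stranded libraries were sequenced from both ends, and the authors trimmed, mapped and counted the reads with CLC Genomics Workbench on the USDA 110 genome, counting a read pair as 2. Reads counted on genes were 17493270 and 13686099 in wild type replicates 1 and 2, and 15691452 and 17728993 in Δ*nasT* replicates 1 and 2. Of these, rRNA and tRNA genes took 2.398% and 1.43% in the wild type and 1.65% and 1.29% in the mutant. Genes with a mean of at least 10 CPM (counts scaled to a common library size without rRNA and tRNA) were tested (5832 genes). Expression is given in CPM normalized by TMM, as mean ± SD of 2 libraries or per library. The test was edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and a gene passed at an adjusted p of at most 0.05 and a fold change of at least 2, the paper's thresholds. edgeR's exact test with tagwise dispersions was among the alternatives. In simulated data, 31 of the 195 genes it passed were unchanged, against 5 of 141 with the quasi-likelihood test. Leaving out 1 library was another alternative. It leaves 1 strain with a single library, assumed to vary like the other strain, so passing there is not support for a gene. The header of the authors' deposited table names an EDGE test with tagwise dispersions. Whether the counting used the strand of the reads is not given in the sources used here, so overlapping genes on opposite strands cannot be separated.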

Under these conditions, NasT proteins are expected to be fully active (8, 30). 

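The sources used here do not pair *nasT* with a gene identifier. The genes bll4572 and bll4573 lie directly upstream of *nirA*, on the minus strand of the chromosome from 5064355 to 5065521 and from 5065518 to 5066108. They take the place the paper gives to *nasST*, but which of them is *nasT* is not given. Expression of bll4573 was 55.6 ± 0.692 CPM in the wild type and 26.7 ± 3.02 in the Δ*nasT* mutant (SD, n = 2), a log2 fold change of -1.05 (standard error 0.16, adjusted p = 0.079 from edgeR's quasi-likelihood test). bll4573 was lower with edgeR's exact test and when adjusted over the list alone. For bll4572 the values were 56.4 ± 0.609 and 58.3 ± 3.87 (SD, n = 2). Reads from any part of a gene outside a deletion would still be counted.

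In the Δ*nasT* mutant, 13 genes were lower and 4 were higher than in the wild type. The lower genes were *nosR*, *nosZ*, *nosD*, *nosF*, *nosY*, *nosL* and *nosX* of N2O reductase, *napE*, *napA*, *napB* and *napC* of periplasmic nitrate reductase, blr0321 and *nirA*. The higher genes were blr2806 (*narK*), bll4091, blr4764 and blr6887. Among these 17 genes, the largest changes were those of *nosD*, 9.27-fold lower, and blr4764, 6.05-fold higher. All 4 libraries were separated by strain for each of these 17 genes. The genes were chosen on the same libraries, so this adds no support. Of the 5832 genes tested, 115 had a fold change of at least 2 in either direction. With edgeR's exact test, 38 genes were lower and 27 were higher, including all 17. Leaving out 1 library gave 73 genes without wild type replicate 1, 21 without wild type replicate 2, 139 without Δ*nasT* replicate 1 and 82 without Δ*nasT* replicate 2.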

We found that 77 genes were differentially expressed in the Δ*nasT* mutant from those in the wild-type strain, with 40 genes being down-regulated and 37 genes being up-regulated in the Δ*nasT* mutant (Table 2 and 3). Consistent with previous studies (30, 31), the complete *napEDABC* (for dissimilatory NO_3_^−^ reductase) and *nosRZDFYLX* (for N_2_O reductase) gene clusters were decreased in the Δ*nasT* mutant (Table 2), whereas the expression of *nirKV* (for dissimilatory NO_2_^−^ reductase) and *norEBCQD* (for NO reductase) gene clusters remained unchanged (Fig. 1). This result was further validated using qRT-PCR for eight genes, including the denitrification genes *nosR*, *nosZ*, *napA*, *nirK*, and *norC* (Fig. 1).

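All 7 *nos* genes and 4 of the 5 *nap* genes fell in the Δ*nasT* mutant, while none of *nirK*, *norE*, *norC*, *norB*, *norQ* and *norD* passed the test in either direction. Expression of *nosZ*, for N2O reductase (plus strand, 326883 to 328835), was 4034 ± 197 CPM in the wild type and 450.0 ± 4.25 in the mutant (SD, n = 2). This is a log2 fold change of -3.16 (standard error 0.17, adjusted p = 0.00049 from edgeR's quasi-likelihood test). *nosR*, the first gene of the cluster, changed least, with a log2 fold change of -1.92 (standard error 0.18, adjusted p = 0.0079). Expression of *napA*, for the large subunit of periplasmic nitrate reductase (plus strand, 7752581 to 7755094), was 4084 ± 133 in the wild type and 589.1 ± 135 in the mutant (SD, n = 2), a log2 fold change of -2.79 (standard error 0.22, adjusted p = 0.0029). *napD* was 438.5 ± 20.3 in the wild type, and 56.8 and 118 in Δ*nasT* replicates 1 and 2. Its log2 fold change of -2.32 had an adjusted p of 0.072, and it passed when adjusted over the list alone, with edgeR's exact test and when any library was left out. blr0321, downstream of *nosX*, fell 3.73-fold (adjusted p = 0.0051).
Among the genes of the following steps, *nirK*, for dissimilatory nitrite reductase (plus strand, 7805819 to 7806922), was expressed at 7314 ± 997 CPM in the wild type and 10203 ± 98.6 in the mutant (SD, n = 2). Its log2 fold change was 0.48 (95% interval 0.02 to 0.94, adjusted p = 0.43). *norB*, for a subunit of NO reductase, had a log2 fold change of 0.11 (95% interval -0.35 to 0.58, adjusted p = 0.85) and *norC* of 0.02 (95% interval -0.41 to 0.45, adjusted p = 0.98). The signs of *norB* and *norC* turn when wild type replicate 1 or Δ*nasT* replicate 2 is left out. *nirV* was not matched to a gene of the files.

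**Figure D1:**
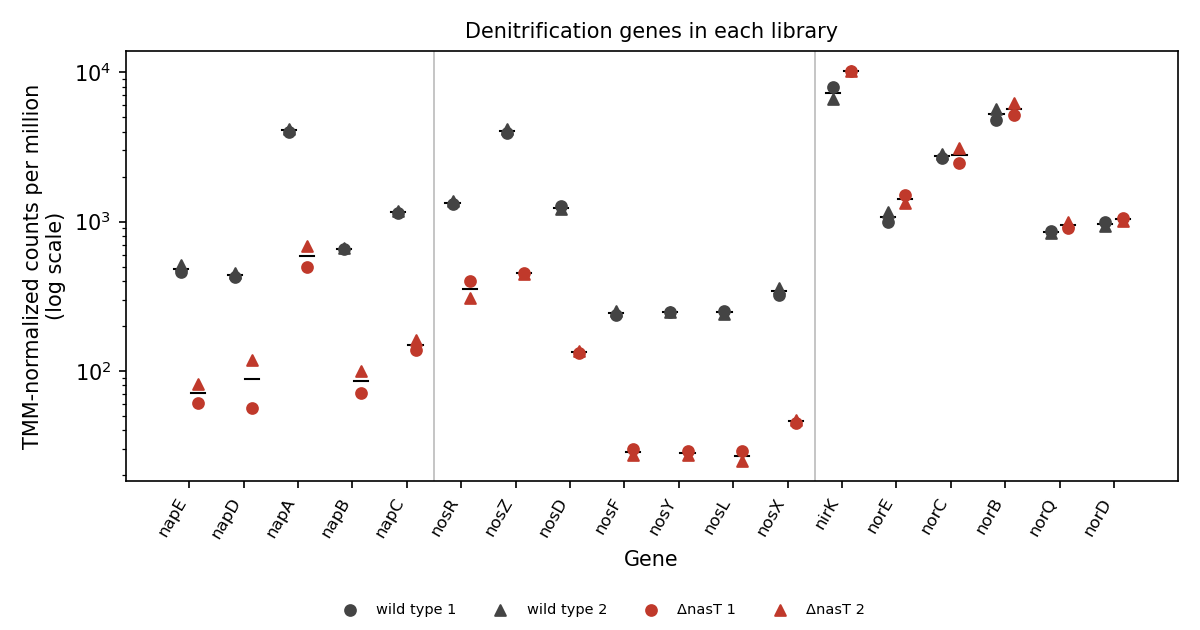
TMM-normalized CPM (log scale) of *nap*, *nos*, *nir* and *nor* genes in each of the 4 libraries, with the mean of each strain as a bar. For *nosZ* the wild type libraries lie at 3895 and 4174 and the mutant libraries at 453 and 447, while for *norB* the strains overlap.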

In addition to denitrification genes, most of the genes with altered expression in the Δ*nasT* mutant were also related to nitrogen metabolism; a number of genes are putatively involved in the transport of amino acids, specifically, branched-chain amino acids (LIV, for L-leucine, L-isoleucine, and L-valine) (Table 2 and 3). This is in agreement with the observation that the majority of ANTAR-associated genes are related to nitrogen metabolism (24).

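Of the 17 genes that differed between the strains, 13 were on a list of genes of nitrogen metabolism drawn up after reading the paper's tables, of which 85 were tested (Fisher's exact test over 5832 genes, two-sided, p = 1.17e-21, odds ratio 256). The odds ratio was 21.0 without wild type replicate 1, 160.1 without wild type replicate 2, 14.5 without Δ*nasT* replicate 1 and 19.9 without Δ*nasT* replicate 2, and 29.6 with edgeR's exact test. With edgeR's exact test, 3 of the 27 higher and 14 of the 38 lower genes were on the list. When adjusted over the list alone, 4 of its genes were higher and 14 lower. The list also held bll4572 and bll4573, which take the place of *nasST*. Both counts of 14 lower genes include bll4573, which may be the deleted gene itself. The 13 genes were *nosR*, *nosZ*, *nosD*, *nosF*, *nosY*, *nosL*, *nosX*, *napE*, *napA*, *napB*, *napC*, *nirA* and blr2806 (*narK*). Without the *nap* and *nos* genes, 2 of the 6 remaining genes were on the list (p = 0.00225 from the same exact test). The list was not independent of the study, and genes of one operon are not independent of each other, so these p-values overstate the evidence. In other groups on the list, none of 16 genes of nitrogen regulation and ammonium assimilation, 15 of LIV biosynthesis, 8 of arginine metabolism and 22 of nitrogen fixation passed with edgeR's quasi-likelihood test or its exact test. The LIV biosynthesis group was built from gene symbols. It leaves out bll6500, bll6502 and *mvrA*, to which the paper gives a putative part in LIV synthesis. Of those, bll6500 and bll6502 were higher with edgeR's exact test and *mvrA* did not pass. Over the whole list alone, *rocD* of arginine metabolism was the only gene of these groups among those counted above, and none passed when each group was adjusted by itself. At an unadjusted p under 0.05 there were 4, 5, 1 and 0 genes in these groups, and 654 among all genes tested. The median log2 fold change was -0.07 for nitrogen regulation and ammonium assimilation, 0.02 for LIV biosynthesis, 0.21 for arginine metabolism and -0.12 for nitrogen fixation. LIV transport genes were not on the list. Those of the paper's own sets could be found by identifier and are counted separately. From the functions of the genes in Table 2 and Table 3, the paper states that most of the genes with altered expression are related to nitrogen metabolism.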

We found that some genes dedicated to similar processes varied in opposing directions in the Δ*nasT* mutant. In putative systems encoding LIV transport, blr6443/45-6447 and bll0913 were down-regulated, while the blr2922-2926 cluster and bll3383-3386 were up-regulated (Table 2 and 3). In addition, for aerobic carbon monoxide dehydrogenase, blr0335 (*coxS*) and blr0336 (*coxL*) were down-regulated, and bll3376 (*coxS*) and bll3377 (*coxM*) were up-regulated (Table 2 and 3).

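Each of the 5 LIV transport genes blr6443, blr6445, blr6446, blr6447 and bll0913 was lower in both Δ*nasT* libraries than in both wild type libraries, and each of blr2922 to blr2926 and bll3383 to bll3385 was higher. None of these 13 genes passed with edgeR's quasi-likelihood test over all genes tested, and all had an unadjusted p under 0.05. The study chose these genes on the same samples, so they are not independent evidence of a direction, and the same holds for the 5 lower and 8 higher genes counted when adjusted over the list alone. Without wild type replicate 1, wild type replicate 2, Δ*nasT* replicate 1 and Δ*nasT* replicate 2 in turn, 4, 0, 5 and 1 of the 5 lower genes and 4, 1, 5 and 5 of the 8 higher genes passed. blr6446, a substrate-binding protein (plus strand, 7095214 to 7096452), was expressed at 315.3 ± 74.4 CPM in the wild type and 119.6 ± 38.5 in the mutant (SD, n = 2), a log2 fold change of -1.40 (standard error 0.27, adjusted p = 0.18). edgeR's exact test gave all 5 of the lower genes.
In the cluster blr2922 to blr2926, the mutant libraries differed more from each other than the wild type libraries did. blr2922 (plus strand, 3215883 to 3217217) was at 43.0 and 42.7 CPM in wild type replicates 1 and 2, and at 163 and 1452 in Δ*nasT* replicates 1 and 2, a log2 fold change of 4.24 (standard error 0.92, adjusted p = 0.22). Without Δ*nasT* replicate 2, the log2 fold change of blr2922 was 1.92, and without Δ*nasT* replicate 1 it was 5.08. edgeR's exact test gave all 5 of these genes.
In bll3383 to bll3385 the wild type libraries differed from each other. bll3385 (minus strand, 3751552 to 3752562) was at 38.5 and 3.97 CPM in wild type replicates 1 and 2, and at 109 and 124 in Δ*nasT* replicates 1 and 2. The log2 fold change of bll3385 was 2.44 (standard error 0.82, adjusted p = 0.36). It was 4.87 without wild type replicate 1 and 1.59 without wild type replicate 2. Leaving out either wild type library removes their difference from the estimate of spread, so passing there would not be support. None of these 3 genes passed with edgeR's exact test. The paper also measured bll3385 by qRT-PCR, which was not analysed here. The neighbouring bll3386, for a transcriptional regulator, was at 55.2 and 24.7 CPM in the wild type and at 88.8 and 95.6 in the mutant, a log2 fold change of 1.20 (standard error 0.35, adjusted p = 0.31). Without wild type replicate 1 the value for bll3386 was 1.90, and without wild type replicate 2 it was 0.73.

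**Figure D2:**
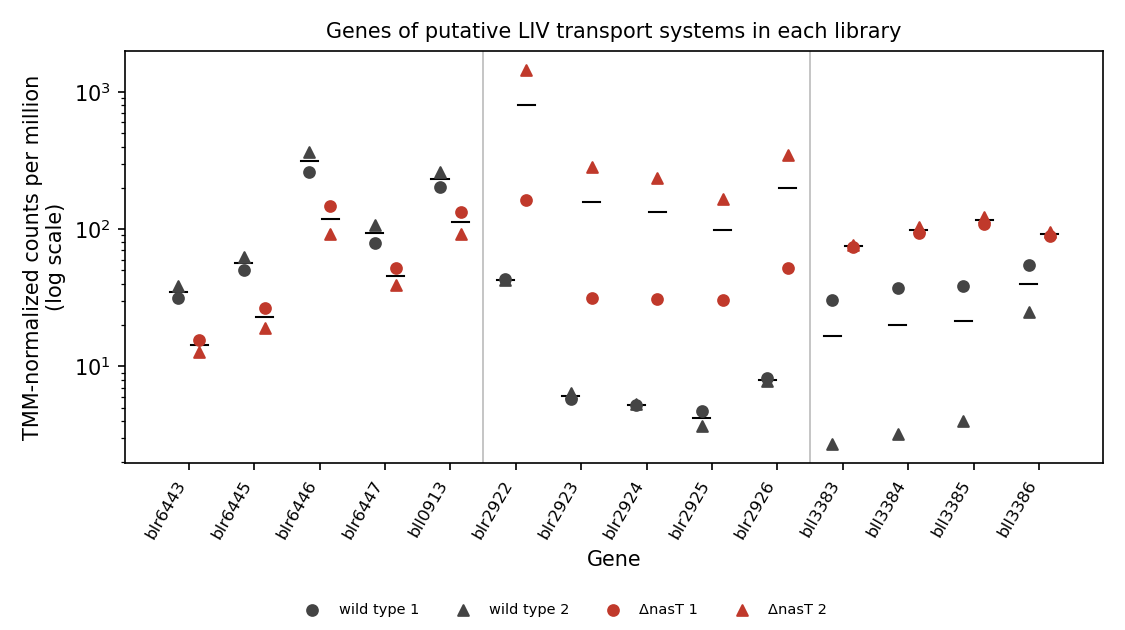
TMM-normalized CPM (log scale) of 14 genes of putative LIV transport systems in each of the 4 libraries, with the mean of each strain as a bar. For blr2922 the Δ*nasT* libraries lie at 163 and 1452, and for bll3385 the wild type libraries lie at 38.5 and 3.97.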

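Neither pair of carbon monoxide dehydrogenase genes passed with edgeR's quasi-likelihood test. blr0335 (plus strand, 352151 to 352960) was expressed at 3211 ± 506 CPM in the wild type and 1596 ± 398 in the Δ*nasT* mutant (SD, n = 2), and its neighbour blr0336 at 4108 ± 532 and 2039 ± 464. Both had a log2 fold change of -1.01 (adjusted p = 0.22), and both were lower with edgeR's exact test. bll3376 (minus strand, 3741495 to 3741971) was at 25.2 and 2.10 CPM in wild type replicates 1 and 2, and at 58.2 and 80.5 in Δ*nasT* replicates 1 and 2. For bll3376 the log2 fold change was 2.32 (standard error 0.84, adjusted p = 0.39) and that of bll3377 was 2.24 (standard error 0.93, adjusted p = 0.44). Without wild type replicate 1, the values for bll3376 and bll3377 were 5.04 and 5.24. Without wild type replicate 2 they were 1.45 and 1.34. Neither gene passed with edgeR's exact test. When adjusted over the list alone, 2 of the 4 genes were lower and 2 were higher, which is not independent evidence, since the 4 genes are those that the study chose on the same samples.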

The presence of alternative sets of LIV transport systems in *B. diazoefficiens* may be explained by LIV being important nutrients in bacterial physiology, with roles that range from supporting protein synthesis to signaling and fine-tuning the adaptation to amino acid starvation (12). Furthermore, LIV transport is essential for N_2_ fixation because symbiotic rhizobial cells become auxotrophs for LIV and depend on the plant for their supply (22, 23). The expression of bll3386, a transcriptional regulator that belongs to the bll3383-3386 gene cluster (Table 3), was induced in symbiotic cells of *B. diazoefficiens* (22).

We surveyed all genes that were down-regulated in the Δ*nasT* mutant (Table 2) for possible NasT-interaction hairpin formation within their mRNA leader regions (39). Among the genes examined, only two exhibited a clear NasT-interaction hairpin within the leader region: one was a putative *coxS* gene (blr0335; Fig. S1) and the other was *nirA* (bll4571; Fig. S1), encoding the assimilatory NO_2_^−^ reductase. Thus, it is reasonable to expect a direct interaction between NasT and the hairpin within their leader regions (Fig. S1). However, the effects of NasT on the expression of the other genes may have been indirect; alternatively, NasT-binding motifs in these genes may not be well conserved and NasT may regulate these genes by an alternative mechanism. Nevertheless, we cannot rule out the possibility that some of these genes are regulated by unknown mechanisms that differ to NasT in response to the phenotype promoted by the *nasT* deletion.

### Reduced expression of genes involved in nitrogen acquisition in the Δ*nasT* mutant is counteracted by the induction of genes with similar functions

The expression of a number of genes related to nitrogen acquisition, such as *glc*-*hyi*-*glxR* (allantoin degradation), *paaIK* (phenylacetate degradation), blr6443/45-6447 and bll0913 (LIV transport), *nirA* (assimilatory NO_2_^−^ reductase), and *glnK*_2_ (nitrogen regulatory protein PII), was down-regulated (Table 2 and Fig. 2) (1, 6, 13, 21, 36). 

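The genes *gcl*, *hyi* and blr3168 (*glxR*) were lower in both Δ*nasT* libraries than in both wild type libraries, but the wild type libraries differed from each other. *gcl*, for glyoxylate carboligase (plus strand, 3503727 to 3505517), was at 17.6 and 70.1 CPM in wild type replicates 1 and 2, and at 7.91 and 7.09 in Δ*nasT* replicates 1 and 2. A log2 fold change of -2.54 was found for *gcl* (standard error 0.59, adjusted p = 0.24 from edgeR's quasi-likelihood test). It was -3.22 without wild type replicate 1 and -1.23 without wild type replicate 2. *glnK*_2 (plus strand, 655323 to 655724) was at 23.0 and 52.1 CPM in the wild type, and at 18.0 and 18.8 in the mutant. The log2 fold change of glnK_2 was -1.03 (standard error 0.35, adjusted p = 0.37). It was -1.50 without wild type replicate 1 and -0.33 without wild type replicate 2. *paaK*, for phenylacetate degradation (plus strand, 3188910 to 3190298), was expressed at 128.3 ± 10.2 in the wild type and 59.7 ± 18.6 in the mutant (SD, n = 2), a log2 fold change of -1.10 (standard error 0.23, adjusted p = 0.22), and *paaI* had one of -1.01 (standard error 0.23, adjusted p = 0.22). With edgeR's exact test, *gcl*, *hyi*, blr3168, *paaI* and *paaK* were lower and glnK_2 did not pass. *paaI* and *paaK* also passed without Δ*nasT* replicate 1. When adjusted over the list alone, all 3 genes of allantoin and glyoxylate degradation were lower, which is not independent evidence, since the study chose them on the same samples. Of 8 *paa* genes tested, 2 were lower and none was higher when adjusted over the list alone. This is not independent evidence either, since the study chose *paaI* and *paaK* on the same samples.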

The PII protein encoded by *glnB* was also down-regulated in the Δ*nasT* mutant of *Paracoccus denitrificans* (17).

In contrast, other genes related to the transport, synthesis, and catabolism of amino acids were up-regulated in the absence of NasT (Table 3 and Fig. 2). Among them, we found two putative systems for LIV transport (blr2922-2926 and bll3383-3386); genes putatively involved in LIV synthesis: bll6500, bll6502 (threonine dehydratase *ilvA*), and *mvrA* (ferredoxin NADP^+^ reductase that may provide low-potential electrons for amino acid synthesis); and *rocD* encoding ornithine aminotransferase for arginine catabolism (7, 12, 13, 23). This result suggests the induction of alternative mechanisms to obtain nitrogen, counteracting the loss of other genes involved in nitrogen acquisition in the Δ*nasT* mutant.

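Expression of bll6500, bll6502, *mvrA* and *rocD* was higher in both Δ*nasT* libraries than in both wild type libraries, and none of them passed with edgeR's quasi-likelihood test. bll6500 (minus strand, 7157601 to 7158290) was expressed at 17.2 ± 0.736 CPM in the wild type and 39.3 ± 12.0 in the mutant (SD, n = 2), a log2 fold change of 1.19 (standard error 0.23, adjusted p = 0.18). bll6502 (minus strand, 7158988 to 7159968) had a log2 fold change of 1.03 (standard error 0.25, adjusted p = 0.26). Both were higher with edgeR's exact test. *mvrA* (plus strand, 4249761 to 4250534) was at 51.6 and 31.3 CPM in wild type replicates 1 and 2, and at 63.9 and 289 in Δ*nasT* replicates 1 and 2. The log2 fold change of *mvrA* was 2.09 (standard error 0.64, adjusted p = 0.35). It was 0.62 without Δ*nasT* replicate 2 and 2.80 without Δ*nasT* replicate 1. *rocD*, for ornithine aminotransferase (minus strand, 3141242 to 3142456), was at 107 and 113 in the wild type and at 164 and 317 in the mutant. Its log2 fold change was 1.13 (standard error 0.30, adjusted p = 0.28), with 0.58 without Δ*nasT* replicate 2 and 1.52 without Δ*nasT* replicate 1. *mvrA* and *rocD* did not pass with edgeR's exact test.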

### *narK-bjgb-flp* genes are up-regulated in the Δ*nasT* mutant

Although NasT-recognizable hairpin formation was predicted in the leader regions of *narK* and *bjgb* mRNAs (Fig. S1), the expression of *narK*-*bjgb*-*flp* genes was stronger in the Δ*nasT* mutant than in the wild type (Fig. 1 and Table 3). Furthermore, the expression of the *nasC* gene, which is located downstream of *flp*, as part of the same operon (1, 29), remained unchanged in the Δ*nasT* mutant (Fig. 1). 

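Of *narK*, *bjgb* and *flp*, blr2806 (*narK*) rose in the Δ*nasT* mutant, from 90.5 ± 9.62 to 442 ± 172 CPM (SD, n = 2). The log2 fold change of this nitrate and nitrite transporter gene (plus strand, 3083819 to 3085198) was 2.29 (standard error 0.28, adjusted p = 0.032 from edgeR's quasi-likelihood test). blr2807 (*bjgb*), for a hemoglobin, was at 10.7 ± 0.575 in the wild type and 34.6 ± 14.2 in the mutant (SD, n = 2), a log2 fold change of 1.70 (standard error 0.29, adjusted p = 0.13). blr2808 (*flp*), for a flavoprotein, had a log2 fold change of 1.23 (standard error 0.20, adjusted p = 0.10). Both were higher when adjusted over the list alone and with edgeR's exact test. The former is not independent evidence, since the study chose both genes on the same samples. The end of blr2807 overlaps the start of blr2808, at 3085750 and 3085722.

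**Figure D3:**
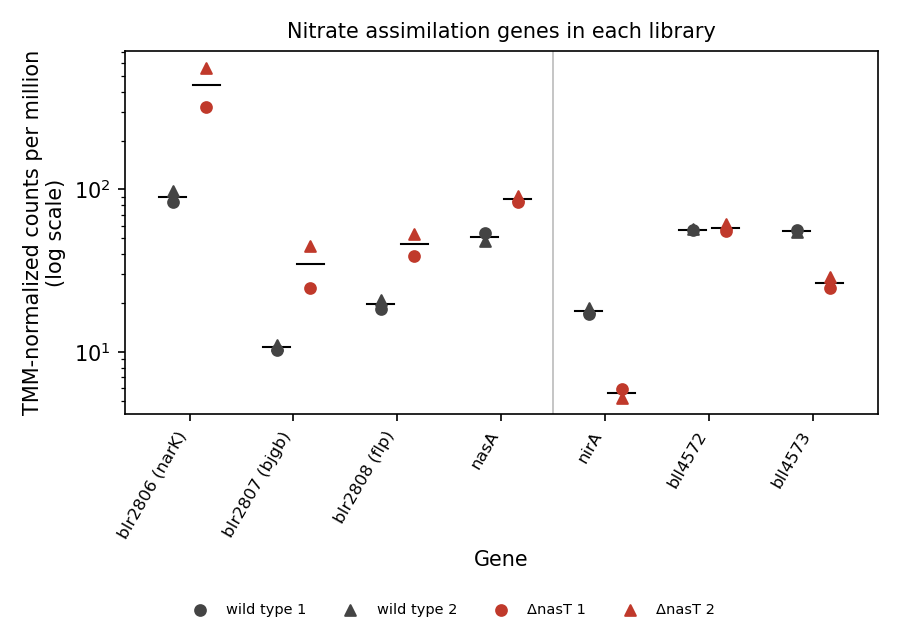
TMM-normalized CPM (log scale) of nitrate assimilation genes in each of the 4 libraries, with the mean of each strain as a bar. blr2806 lies at 83.7 and 97.3 in the wild type and at 321 and 563 in the mutant, and nirA at 17.1 and 18.7 against 5.88 and 5.23.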

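The gene directly downstream of blr2808 (*flp*) is named nasA in the files (plus strand, 3086993 to 3089698) and takes the place the paper gives to *nasC*. Expression of nasA was 50.8 ± 3.98 CPM in the wild type and 87.7 ± 5.69 in the Δ*nasT* mutant (SD, n = 2), and both mutant libraries lay above both wild type libraries. Its log2 fold change was 0.79 (95% interval 0.41 to 1.16, standard error 0.16), and it did not pass the test (adjusted p = 0.20 from edgeR's quasi-likelihood test). With edgeR's exact test the adjusted p of nasA was 0.035, and over all alternatives it ran from 0.0041 with DESeq2 to 0.57 without wild type replicate 2. Its fold change of 1.73 was under the threshold of 2. In the authors' deposited table the fold change of nasA is 1.71, with a corrected p-value of 0.32 from the EDGE test. The paper also measured *nasC* by qRT-PCR, which was not analysed here.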

The *narK*-*bjgb*-*flp*-*nasC* operon encodes an integrated cytoplasmic system for NO_3_^−^ assimilation and NO_2_^−^/NO detoxification in *B. diazoefficiens* (1, 29). NarK is an MFS (major facilitator superfamily)-type NO_3_^−^/NO_2_^−^ transporter that lowers cytoplasmic NO_2_^−^ levels by exporting NO_2_^−^ to the periplasm, Bjgb is a single-domain hemoglobin that detoxifies NO in the cytoplasm, and Flp is a flavoprotein that functions as an electron donor to the hemoglobin Bjgb and assimilatory NO_3_^−^ reductase NasC (1, 29).

In contrast, Cabrera *et al*. reported that the expression of *narK* was down-regulated in the absence of NasT. Therefore, they suggested the down-regulation of the *narK*-*bjgb*-*flp-nasC* operon in the Δ*nasT* mutant (1). A possible explanation for this discrepancy is that the researchers employed aerobic NO_3_^−^-assimilation conditions (*i.e*., NO_3_^−^ as the sole nitrogen source). However, we herein employed denitrifying non-assimilation conditions; under anaerobiosis with NO_3_^−^ as the electron acceptor and ammonia and organic nitrogen as nitrogen sources (2, 26). The present results suggest that the function of *narK*-*bjgb*-*flp*-*nasC* genes is important beyond NO_3_^−^-assimilation conditions and may be subjected to a complex regulatory system. In support of this hypothesis, RegR, the response regulator of the RegSR two-component regulatory system, has been shown to activate the transcription of the *narK*-*bjgb*-*flp*-*nasC* operon under denitrifying conditions, with a putative RegR box located upstream of *narK* (37). Additionally, we found a putative FixK box upstream of *bjgb* (data not shown), suggesting the control of a FixK-like transcriptional regulator in response to low oxygen conditions (14, 19).

Notably, the expression of *nasC* (encoding the assimilatory NO_3_^−^ reductase) and *nirA* (encoding the assimilatory NO_2_^−^ reductase) differed with respect to their dependence on NasT (Table 2 and 3). Under our experimental conditions, the *nirA* expression pattern was similar to that reported by Cabrera *et al*., in which *nirA* was down-regulated in the Δ*nasT* mutant (1). In contrast to the majority of bacteria in which the genes encoding an assimilatory NO_3_^−^ reductase or NO_2_^−^ reductase are arranged in the same operon (15), *nirA* in *B. diazoefficiens* is located downstream of NasST, while *nasC* is located at a separate locus (30). 

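*nirA* fell in the Δ*nasT* mutant, from 17.9 ± 1.15 to 5.56 ± 0.462 CPM (SD, n = 2), a log2 fold change of -1.69 (standard error 0.19, adjusted p = 0.024 from edgeR's quasi-likelihood test). With the authors' p-values adjusted over the genes tested here, *nirA* did not pass. The gene, for assimilatory nitrite reductase, is on the minus strand from 5062239 to 5064116.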

The separate location of *nasC* supports *narK*-*bjgb*-*flp*-*nasC* genes being subjected to NasT-independent regulation, as observed under the experimental conditions employed in the present study.

### Periplasmic nitrate reductase is responsible for anaerobic nitrate reduction in the Δ*nasT* mutant

An interesting finding from a previous study showed that although *nap* expression and Nap activity both markedly decreased in the Δ*nasT* mutant under denitrifying conditions, growth was more rapid than that of the wild type (30). The enhanced growth of the Δ*nasT* mutant under denitrifying conditions was confirmed in the present study (Fig. 3A). Consistent with previous findings by Delgado *et al.* (4), the growth of the Δ*napA* single mutant was completely abolished (Fig. 3A). The growth of the Δ*napA*-Δ*nasT* double mutant was also abolished (Fig. 3A), indicating that Nap is the sole enzyme responsible for reducing NO_3_^−^ to NO_2_^−^ under anaerobic NO_3_^−^-respiring conditions. The Δ*nasT* mutant and wild-type strain consumed NO_3_^−^ at a similar rate from the growth medium, but the consumption was completely abolished in the Δ*napA*-Δ*nasT* double mutant (Fig. 3B). These results indicate that a reduced level of Nap is still sufficient to sustain the anaerobic NO_3_^−^ reduction in the Δ*nasT* mutant.

### Involvement of nas genes in the growth enhancement of the Δ*nasT* mutant

We investigated whether the *narK*-*bjgb*-*flp*-*nasC* operon is involved in the growth enhancement of the Δ*nasT* mutant under denitrifying conditions. The additional loss of the *narK* or *bjgb* genes in the Δ*nasT* mutant background suppressed the growth enhancement of the Δ*nasT* single mutant (Fig. 4A and B). This result indicates that the *narK* and *bjgb* genes are necessary for the enhanced growth of the Δ*nasT* mutant. The mechanisms responsible for this enhancement may be related to the increased capacity of the Δ*nasT* mutant to detoxify NO_2_^−^ and NO in the cytoplasm (1) (Fig. 5). NarK may act to reduce cytoplasmic NO_2_^−^ levels, which are presumably the result of the decreased expression of *nirA* (Table 2 and Fig. 5); Bjgb-Flp may reduce NO, which is produced by NasC during anaerobic nitrate-dependent growth, as reported previously (1).

The additional loss of *nasC* in the Δ*nasT* background resulted in an intermediate growth phenotype between the Δ*nasT* single mutant and wild type (Fig. 4C). This result suggests that the assimilatory NO_3_^−^ reductase NasC is active in the Δ*nasT* mutant and is involved in the growth enhancement of the Δ*nasT* mutant. The contribution of NasC to energy production may be related to its capacity to reduce NO_2_^−^ to NO (1) (Fig. 5).

## Conclusions

Our results suggest the following: (i) NasT is a key regulator for genes associated with nitrogen metabolism under denitrifying conditions, particularly for branched-chain amino acid transport; (ii) the direct NasT regulatory mechanism that was described for *nos* genes (31) may not be common for other targets because most of them did not exhibit a NasT-interaction hairpin; and (iii) the transcription of some NasT targets may be enhanced in a NasT-independent manner under non-assimilation denitrifying conditions, as observed for the *narK*-*bjgb*-*flp*-*nasC* operon.

According to the model proposed by Cabrera *et al.* (1), an explanation for the events that occur in the *B. diazoefficiens* Δ*nasT* mutant under denitrifying conditions is as follows (Fig. 5). The loss of genes in the Δ*nasT* mutant may induce genes responsible for alternative nitrogen acquisition, including *narK*-*bjgb*-*flp*-*nasC* (Fig. 2). As a consequence of the induction of the *narK*-*bjgb*-*flp*-*nasC* operon, the growth of *B. diazoefficiens* under denitrifying conditions is induced, which may be explained by the enhancement of NO_2_^−^ and NO detoxification systems in the cytoplasm (1) (Fig. 5).

These results may provide a novel approach for enhancing the denitrifying growth of *B. diazoefficiens* and other bradyrhizobial strains by optimizing the NO_2_^−^ and NO detoxification systems. This may have important implications for improving the survival of bradyrhizobial cells in the soybean rhizosphere and for root colonization, as well as for the modulation of NO levels in soybean nodules and N_2_O levels in soybean fields (9, 11, 18, 27).

## Supplemental materials

## Figures and Tables

**Fig. 1:**
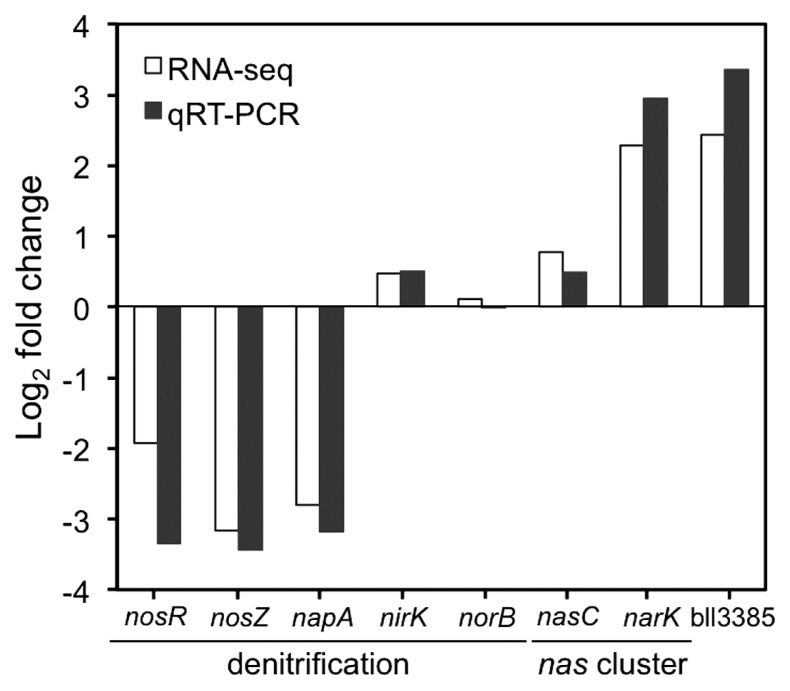
Comparison of logarithm-transformed expression data generated by RNA-seq (white bars) and qRT-PCR (black bars). Fold-change values refer to differences in expression when the *B. diazoefficiens* Δ*nasT* mutant was compared with wild-type USDA 110. Data are means of two independent RNA samples.

**Fig. 2:**
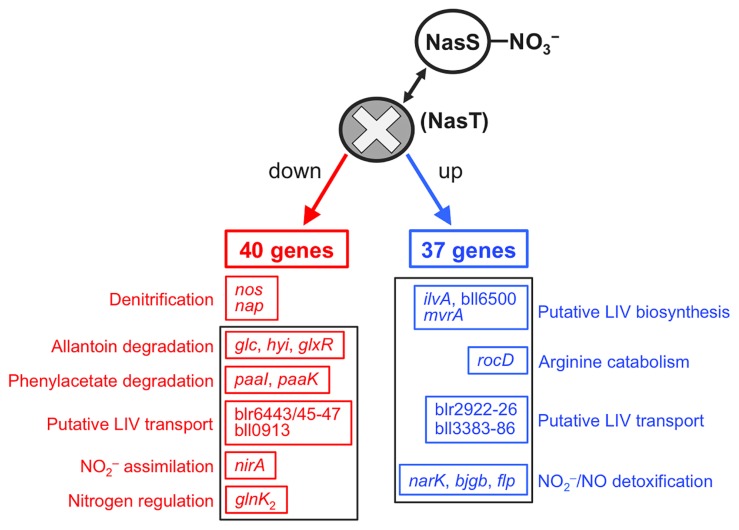
Summary of transcription analysis results in the Δ*nasT* mutant under denitrifying conditions. See the text for details.

**Fig. 3:**
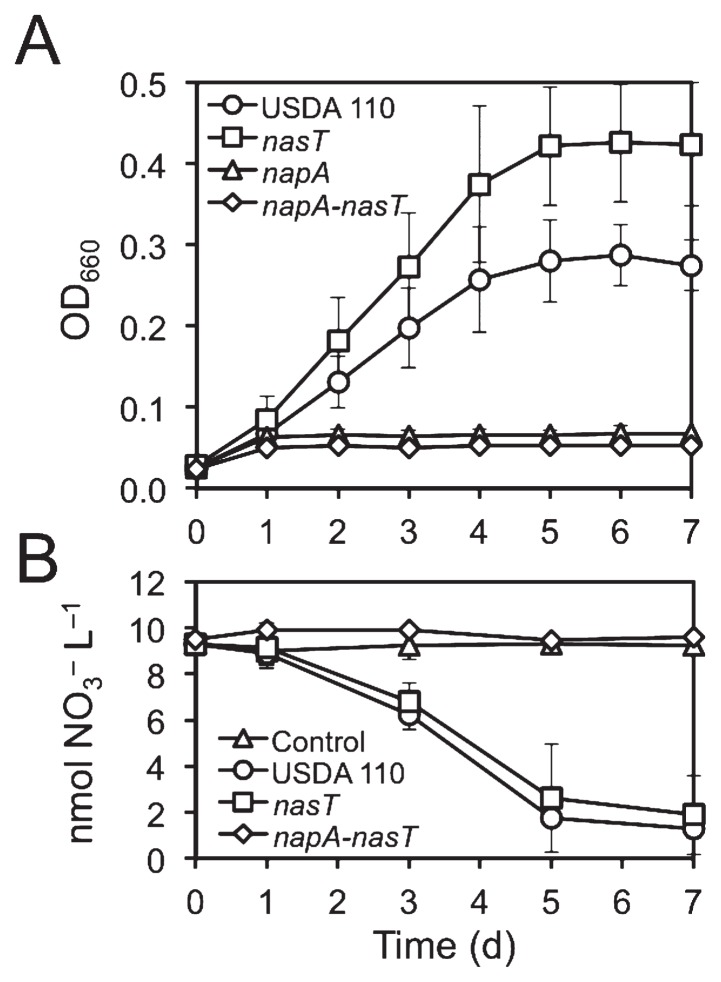
Growth of *B. diazoefficiens* under denitrifying conditions in HMMN medium. (A) Growth of wild-type USDA 110 and the indicated mutant strains. Growth was measured by recording optical density at 660 nm on a daily basis. (B) Extracellular concentrations of nitrate (NO_3_^−^) are indicated for the cultures shown in (A). The results presented are the means of at least three biological replicates±standard deviations (*n*=3–5).

**Fig. 4:**
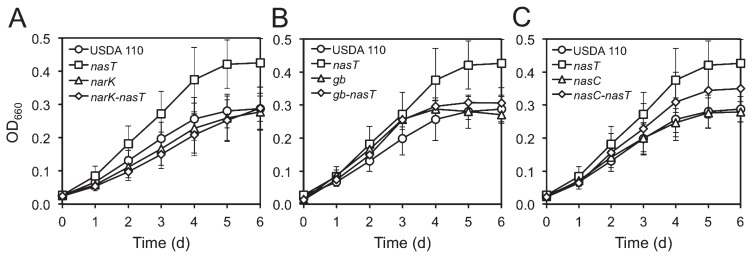
Involvement of *narK*, *bjgb*, and *nasC* genes in the growth of *B. diazoefficiens* under denitrifying conditions in HMMN medium. (A) Growth of Δ*narK* and Δ*nasT*-Δ*narK* mutants. (B) Growth of Δ*bjgb* and Δ*nasT*-Δ*bjgb* mutants. (C) Growth of Δ*nasC* and Δ*nasT*-Δ*nasC* mutants. Wild-type USDA 110 and the Δ*nasT* mutant are shown as a reference in all charts. Growth was measured by recording optical density at 660 nm on a daily basis. Results presented are the mean of at least three biological replicates±standard deviations (*n*=3–5).

**Fig. 5:**
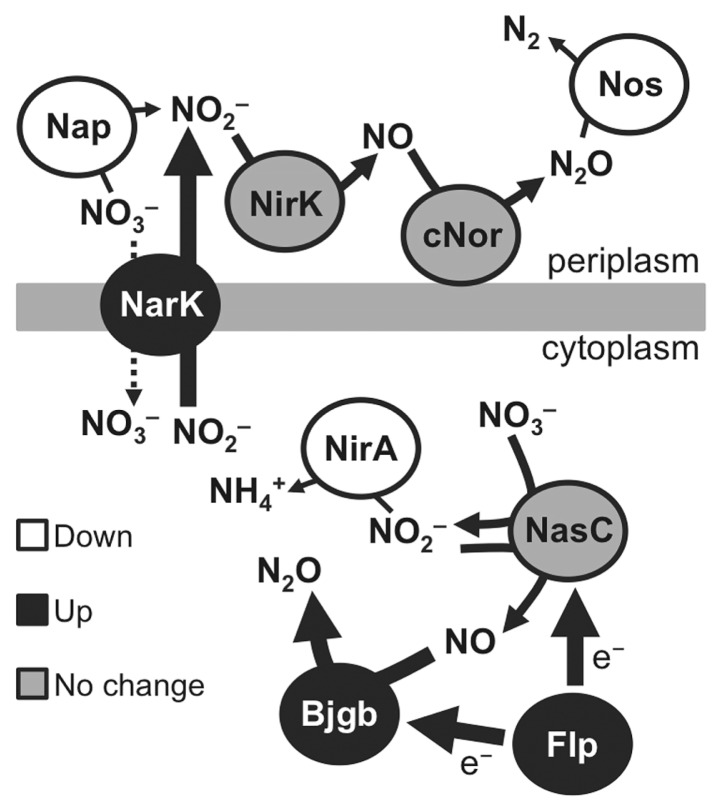
Model of the function of denitrification genes, the *nas* gene cluster, and *nirA* products in the Δ*nasT* mutant. Proteins in white, black, or gray indicate the down-regulation, up-regulation, or unchanged regulation of the respective genes in the Δ*nasT* mutant. See the text for details.

**Table 1:** Bacterial strains and plasmids used in the present study.

Strain/plasmid	Relevant characteristics	Source/reference
Strains		
*Bradyrhizobium diazoefficiens*		
USDA 110	Wild type	13
Δ*nasT*	*nasT*^−^; *nasT*::del	30
Δ*napA*	*napA*^−^; *napA*::Ωcassette; Sp^r^ Sm^r^	9
Δ*nasC*	*nasC*^−^; *nasC*::del	This study
Δ*narK*	*narK*^−^; *narK*::del	This study
Δ*bjgb*	*bjgb*^−^; *bjgb*::del	This study
Δ*napA*-Δ*nasT*	*napA*^−^* nasT*^−^; *napA*::Ωcassette, *nasT*::del; Sp^r^ Sm^r^	This study
Δ*nasC*-Δ*nasT*	*nasC*^−^* nasT*^−^; *nasC*::del, *nasT*::del	This study
Δ*narK*-Δ*nasT*	*narK*^−^* nasT*^−^; *narK*::del, *nasT*::del	This study
Δ*bjgb*-Δ*nasT*	*bjgb*^−^* nasT*^−^; *bjgb*::del, *nasT*::del	This study
*Escherichia coli*		
DH5α	*recA*; cloning strain	Toyobo
Plasmids		
pRK2013	ColE1 replicon carrying RK2 transfer genes; Km^r^	5
pK18*mobsacB*	Suicide vector; Km^r^	32
pΔ*nasT*	pK18*mobsacB*::Δ*nasT*; Km^r^	30
pΔ*nasC*	pK18*mobsacB*::Δ*nasC*; Km^r^	This study
pΔ*narK*	pK18*mobsacB*::Δ*narK*; Km^r^	This study
pΔ*bjgb*	pK18*mobsacB*::Δ*bjgb*; Km^r^	This study

**Table 2:** List of down-regulated genes in the *B. diazoefficiens* Δ*nasT* mutant under denitrifying conditions.

Gene ID^a^	Gene product description	Fold change^b^
bll2540	*nadC*; nicotinate-mononucleotide pyrophosphorylase	−3.08
bll2541	*nadB*; L-aspartate oxidase	−3.25
bll2542	*nadA*; quinolinate synthetase A	−2.47
blr7036	*napE*; periplasmic nitrate reductase protein	−6.8
blr7037	*napD*; periplasmic nitrate reductase chaperone	−5.01
blr7038	*napA*; periplasmic nitrate reductase large subunit	−6.95
blr7039	*napB*; periplasmic nitrate reductase small subunit	−7.73
blr7040	*napC*; membrane-anchored cytochrome *c*	−7.81
blr0314	*nosR*; transmembrane expression regulator/flavoprotein	−3.8
blr0315	*nosZ*; nitrous oxide reductase	−8.99
blr0316	*nosD*; periplasmic protein	−9.29
blr0317	*nosF*; cytoplasmic ABC transporter	−8.53
blr0318	*nosY*; transmembrane permease	−8.78
blr0319	*nosL*; periplasmic copper-binding lipoprotein	−9.12
blr0320	*nosX*; periplasmic flavoprotein	−7.43
blr0321	No similarity	−3.72
blr2896	*paaI*; phenylacetic acid degradation protein	−2.01
blr2897	*paaK*; phenylacetate-coenzyme A ligase	−2.15
bll3150	Putative oxalate:formate antiporter	−2.02
blr6246	ABC transporter substrate-binding protein; putative NitT/TauT family transport system	−2.02
blr6443	ABC transporter permease protein; putative branched-chain amino acid (LIV) transport	−2.46
blr6445	ABC transporter ATP-binding protein; putative LIV transport	−2.45
blr6446	ABC transporter substrate-binding protein; putative LIV transport	−2.64
blr6447	ABC transporter ATP-binding protein; putative LIV transport	−2.03
bll0913	ABC transporter substrate-binding protein; putative LIV transport	−2.07
blr7064	Putative ABC transporter substrate-binding protein	−2.07
blr0335	Putative carbon monoxide dehydrogenase small chain (*coxS*)	−2.02
blr0336	Putative carbon monoxide dehydrogenase large chain (*coxL*)	−2.02
blr3166	*gcl*; glyoxylate carboligase	−5.72
blr3167	*hyi*; hydroxypyruvate isomerase	−6.31
blr3168	*glxR*; oxidoreductase; putative tartronate semialdehyde reductase	−5.09
bll0332	Cytochrome-*c* like protein	−2.94
bll0333	Putative alcohol dehydrogenase	−3.07
bll7610	Conserved hypothetical protein	−2.31
blr2827	Conserved hypothetical protein	−2.29
blr3159	Conserved hypothetical protein	−2.02
blr6840	Conserved hypothetical protein	−2.52
bsr2315	Conserved hypothetical protein	−2.31
bll4571	*nirA*; assimilatory nitrite reductase	−3.14^c^
blr0612	*glnK*_2_; nitrogen regulatory protein PII	−2.05^c^

a An underlined gene identifier indicates the presence of putative NasT-interaction hairpins in the leader region.

b Fold change ≤2; *q* value ≤0.05, unless marked with “^c^”

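Among the other genes of Table 2, *nadA*, *nadB* and *nadC* of NAD synthesis, bll0332 and bll0333 were lower in both Δ*nasT* libraries than in both wild type libraries and did not pass with edgeR's quasi-likelihood test. *nadC* was at 51.7 and 37.5 CPM in wild type replicates 1 and 2, and at 24.0 and 4.65 in Δ*nasT* replicates 1 and 2, a log2 fold change of -1.65 (standard error 0.63, adjusted p = 0.41). bll0333 was at 1304 and 1375 in the wild type, and at 655 and 221 in the mutant. *nadA* had a log2 fold change of -1.30 (standard error 0.20, adjusted p = 0.079). With edgeR's exact test, *nadA*, *nadB* and bll0333 were lower, and all 3 *nad* genes were lower when adjusted over the list alone. The latter is not independent evidence, since the study chose the *nad* genes on the same samples. The log2 fold change of *nadC* was -3.26 without Δ*nasT* replicate 1 and -0.90 without Δ*nasT* replicate 2.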

c *P* value ≤0.05.

**Table 3:** List of up-regulated genes in the *B. diazoefficiens* Δ*nasT* mutant under denitrifying conditions.

Gene ID^a^	Gene product description	Fold change^b^
blr1311	Outer membrane protein	+2.31
blr5221	*hspF*; small heat shock protein	+4.43
blr2806	*narK*; nitrite extrusion protein	+4.86
blr2807	*bjgb*; single domain hemoglobin	+3.22
blr2808	*flp*; FAD-binding protein	+2.31
bll3383	ABC transporter permease protein; putative branched-chain amino acid (LIV) transport	+4.50
bll3384	ABC transporter ATP-binding protein; putative LIV transport	+4.89
bll3385	ABC transporter ATP-binding protein; putative LIV transport	+5.42
bll3386	AraC family transcriptional regulator	+2.30
blr2921	Conserved hypothetical protein	+31.63
blr2922	ABC transporter amino acid-binding protein; putative LIV transport	+18.76
blr2923	Amino acid ABC transporter permease protein; putative LIV transport	+25.39
blr2924	Amino acid ABC transporter permease protein; putative LIV transport	+24.71
blr2925	Amino acid ABC transporter ATP-binding protein; putative LIV transport	+22.85
blr2926	Amino acid ABC transporter ATP-binding protein; putative LIV transport	+24.49
blr6921	Putative multidrug resistance protein	+9.35
bll3369	Putative gluconolactonase	+3.95
bll3376	Oxidoreductase; putative aerobic carbon monoxide dehydrogenase small subunit (*coxS*)	+5.04
bll3377	Oxidoreductase; putative aerobic carbon monoxide dehydrogenase medium subunit (*coxM*)	+4.74
bll6500	Putative SAM (S-adenosyl-L-methionine)-dependent methyltransferase	+2.26
bll6502	Putative threonine dehydratase (*ilvA*)	+2.03
blr3831	*mvrA*; ferredoxin NADP^+^ reductase	+4.24
bll2855	*rocD*; ornithine aminotransferase	+2.18
bll3993	Conserved hypothetical protein	+2.09
bll3994	Conserved hypothetical protein	+2.48
bll6920	Conserved hypothetical protein	+5.42
blr3995	Conserved hypothetical protein	+2.50
blr4566	Conserved hypothetical protein	+6.29
blr4567	Conserved hypothetical protein	+6.19
blr4568	Conserved hypothetical protein	+2.67
bll4091	No similarity	+5.41
bll6133	No similarity	+2.13
bll6134	No similarity	+3.33
blr4022	No similarity	+5.35
blr4764	No similarity	+6.04
blr6135	Putative repressor LexA	+3.24
blr6136	No similarity	+2.96

a An underlined gene identifier indicates the presence of putative NasT-interaction hairpins in the leader region.

b Fold change ≥2; *q* value ≤0.05.

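Of the genes in Table 3 without a known function, bll4091 and blr4764 rose in the Δ*nasT* mutant. bll4091 (minus strand, 4523777 to 4525555) was expressed at 1279 ± 281 CPM in the wild type and 6943 ± 1058 in the mutant (SD, n = 2), a log2 fold change of 2.44 (standard error 0.23, adjusted p = 0.0079 from edgeR's quasi-likelihood test). blr4764 (plus strand, 5275708 to 5276055) had one of 2.60 (standard error 0.22, adjusted p = 0.0046). blr4022 had a log2 fold change of 2.42 (standard error 0.38, adjusted p = 0.087), at 507 and 334 in wild type replicates 1 and 2 and at 1465 and 3046 in Δ*nasT* replicates 1 and 2. Without Δ*nasT* replicate 2 the log2 fold change of blr4022 was 1.80. blr6921 was at 3.50 and 1.72 in the wild type and at 16.3 and 36.0 in the mutant, a log2 fold change of 3.29 (standard error 0.48, adjusted p = 0.072). It was 3.92 for blr6921 without wild type replicate 1 and 2.89 without wild type replicate 2. Without Δ*nasT* replicate 1 it was 3.75, and without Δ*nasT* replicate 2 it was 2.61. blr4566 was at 33.7 and 33.0 in the wild type, and at 80.4 and 341 in the mutant, and *hspF*, for a small heat shock protein, at 3.50 and 4.72 against 5.50 and 31.5. Without Δ*nasT* replicate 1 the log2 fold changes were 3.35 for blr4566 and 2.95 for *hspF*. Without Δ*nasT* replicate 2 they were 1.27 for blr4566 and 0.43 for *hspF*. blr4022, blr6921 and blr4566 were higher with edgeR's exact test, and *hspF* was not.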

# Supplementary material for: Identification of Genes Regulated by the Antitermination Factor NasT during Denitrification in Bradyrhizobium diazoefficiens
**Source:** Microbes Environ. 2019 Jun 28;34(3):260–7. doi: 10.1264/jsme2.ME19033
**Supplement:** Supplementary file 1

Supplemental materials

Identification of genes regulated by the antitermination factor NasT during denitrification in *Bradyrhizobium diazoefficiens*

Cristina Sánchez*, Arthur Fernandes Siqueira, Hisayuki Mitsui and Kiwamu
Minamisawa

Running head: NasT regulon during denitrification

Table S1. Summary of the RNA sequencing result of *B. diazoefficiens* USDA 110 wild-type and $\Delta nasT$ mutant strains using the Illumina HiSeq 2000 Sequencing System.

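The mapping reports deposited by the authors hold the numbers behind the reads after trimming and the percent mapped in Table S1. In wild type replicates 1 and 2, 39569298 and 37211938 reads remained after trimming, of which 15828220 and 12465290 mapped in pairs and 1665050 and 1220809 in broken pairs. In Δ*nasT* replicates 1 and 2, 38912970 and 37845918 reads remained, of which 14085602 and 15628314 mapped in pairs and 1605850 and 2100679 in broken pairs. All mapped reads were counted on genes: 44.21% and 36.78% of the trimmed reads in the wild type, and 40.32% and 46.85% in the mutant. The reads not mapped numbered 22076028 and 23525839 in the wild type and 23221518 and 20116925 in the mutant, and were not analysed here. Of the counted reads, 99.0% to 99.2% were placed at a single position.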

Sample name	Yield (Mbases)	No. of reads	% $\geq$ Q30 bases	Mean quality score	No. of reads after trimming	% of mapped reads
WT_1	4,640	45,935,660	83.8	33.5	39,569,298	44.2
$\Delta nasT$ _1	4,588	45,422,248	83.8	33.5	38,912,970	40.3
WT_2	4,537	44,916,880	82.2	33.2	37,211,938	36.8
$\Delta nasT$ _2	4,483	44,388,194	82.9	33.3	37,845,918	46.8

Table S2. Primers defined in this study.

Name	Sequence (5'→3')	Reference
<i>sigAf</i>	GAGAACCAGATGTCGCTTGC	(1)
<i>sigAr</i>	TGGATGTCCTGCTCCTGAAG	(1)
<i>napAf</i>	ACCAAGGTGGTCTCGTTCTG	(2)
<i>napAr</i>	TCTTTCCGGTCAGAAGATGG	(2)
<i>nirKf</i>	ATGGCGACTATGTCTGGGAG	(2)
<i>nirKr</i>	TGAACTTGTACATCGCAGCC	(2)
<i>norBf</i>	ATCTACGTCCTGCCCAACAC	(2)
<i>norBr</i>	AGTAGGTCGCACCCATGAAG	(2)
<i>nosZf</i>	TCCGACTACCAAGGCAAATAC	(1)
<i>nosZr</i>	TCCGCTTGAGGTTGAAGATG	(1)
<i>nosRf</i>	CCGCTGATTTTCCTTCTCTGG	(2)
<i>nosRr</i>	TTGGCGGCGTTGTTGAG	(2)
<i>narKf</i>	CTGGATCATGGCGTACCTCT	This study
<i>narKr</i>	GACGGAAACTGCGTCTTGAT	This study
<i>nasCf</i>	CTATGTCGCCAACAAGCTGA	This study
<i>nasCr</i>	GAGCCGACGAAGACCAGTAG	This study
bll3385f	GTGGCTGATCTTCGCAGTCT	This study
bll3385r	CTCGCGACGAGGAAGTAGAG	This study
<i>nasC_01</i>	<u>GGAATTC</u> CTCAATGCCAGCACGAAGT ^a	This study
<i>nasC_02</i>	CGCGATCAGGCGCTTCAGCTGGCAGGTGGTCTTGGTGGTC	This study
<i>nasC_03</i>	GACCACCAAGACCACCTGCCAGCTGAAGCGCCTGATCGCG	This study
<i>nasC_04</i>	CGGGATCCGCCAATGCAGAAGATAGCAG ^b	This study
<i>narK_01</i>	CGGGATCCCTTCTGATGATCACCCACGAC ^b	This study
<i>narK_02</i>	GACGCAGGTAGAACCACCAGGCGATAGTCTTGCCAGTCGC	This study
<i>narK_03</i>	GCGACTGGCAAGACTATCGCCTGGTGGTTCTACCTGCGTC	This study
<i>narK_04</i>	CCC <u>AAGCTT</u> CATACCGTTACCGACGATGA ^c	This study
<i>bjgb_01</i>	CGGGATCCCTCTATTTTCGTCGGGCAGAAG ^b	This study
<i>bjgb_02</i>	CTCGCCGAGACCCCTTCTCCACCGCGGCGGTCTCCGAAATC	This study
<i>bjgb_03</i>	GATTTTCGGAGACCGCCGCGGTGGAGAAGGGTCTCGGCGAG	This study
<i>bjgb_04</i>	CCC <u>AAGCTT</u> GACCAGCGTCTTGAGGAGAT ^c	This study
<i>nasT_01</i>	TTTGCAATTCGTTGTCTCAGG	This study
<i>nasT_02</i>	CCAGAACCGCAATTGGTAAT	This study

Restriction enzyme recognition sites are underlined: ^aEcoRI; ^bBamHI; ^cHindIII.

A) *blr0335*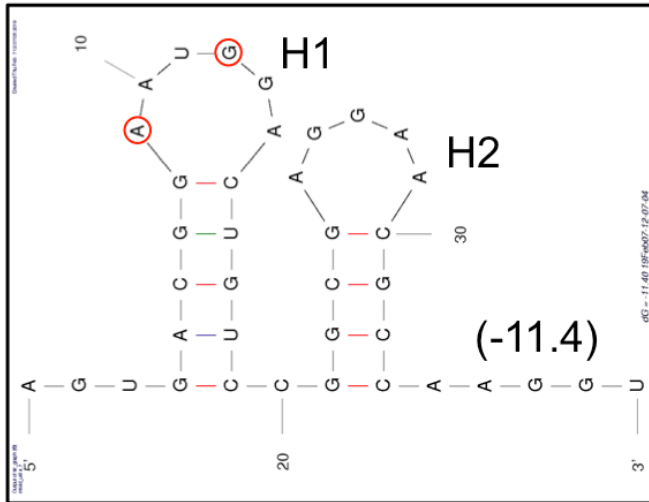B) *nirA*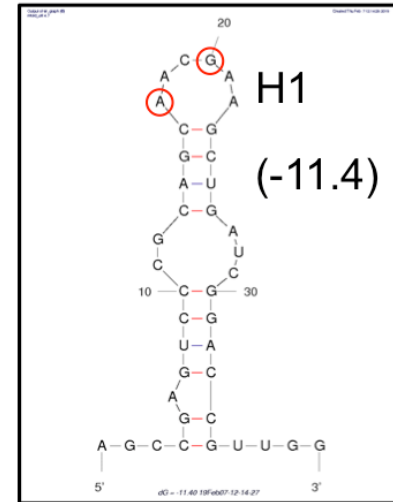C) *narK*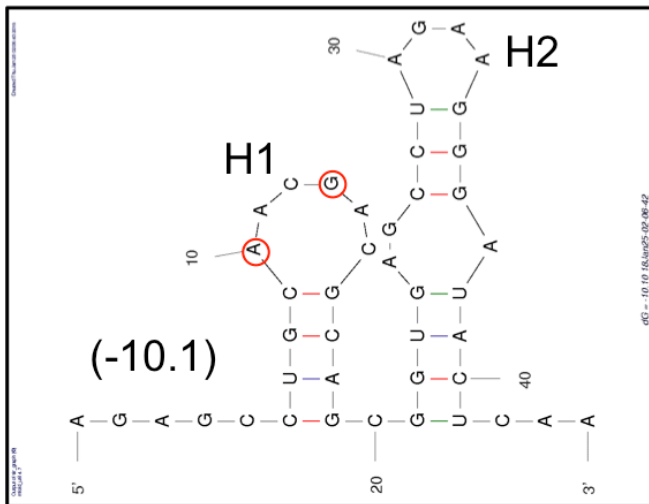D) *bjgb*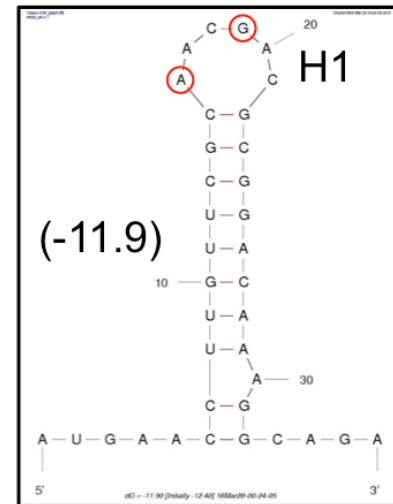

Figure S1. Predicted hairpins by Mfold (3) within *blr0335*, *nirA*, *narK*, and *bjgb* leader RNAs of *B. diazoefficiens*. Conserved A and G within the terminal loops of H1 hairpin are inside red circles. Values of the change in free energy (kcal mol^{-1}) are indicated in parenthesis.

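In the files' annotation of the USDA 110 chromosome, blr0335 starts 232 bp after the gene before it, blr2806 (*narK*) 338 bp and blr2807 (*bjgb*) 123 bp, on the plus strand. *nirA* lies on the minus strand, 238 bp downstream of bll4572. The hairpins in the drawings are foldings of the leader RNAs predicted by the authors with Mfold, and were not recomputed here.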

REFERENCES

1. Itakura, M., Y. Uchida, H. Akiyama, *et al.* 2013. Mitigation of nitrous oxide emissions from soils by *Bradyrhizobium japonicum* inoculation. *Nat. Clim. Change* 3:208-212.
2. Sánchez, C., M. Itakura, H. Mitsui, and K. Minamisawa. 2013. Linked expressions of *nap* and *nos* genes in a *Bradyrhizobium japonicum* mutant with increased N₂O reductase activity. *Appl. Environ. Microbiol.* 79:4178-4180.
3. Zuker, M. 2003. Mfold web server for nucleic acid folding and hybridization prediction. *Nucleic Acids Res.* 31:3406-3415.

How the deposited data were processed for this re-analysis (not part of the article)

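RNA sequencing data of 2 wild-type USDA 110 and 2 Δ*nasT* cultures were analysed. According to the paper, the authors trimmed the reads, mapped them to the USDA 110 chromosome and counted them with CLC Genomics Workbench. Each library's file gives, for each gene, the deposited counts of total and of unique gene reads, the RPKM computed by the authors, and gene coordinates. A pair counts as 2 reads, so counts are not independent fragments. The strand setting is not given in the sources used here. The authors' deposited table of the comparison gives a p-value and a corrected p-value per gene from a test whose header reads EDGE with tagwise dispersions; the paper's text names no test. Its score values are signed fold changes that the authors computed, with a fall written as minus the inverse ratio. It also holds 16 columns of per-sample values that were not used. Its values are printed only where named. The mapping reports give numbers of reads.

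Total gene reads were tested with edgeR 4.0.16 in R 4.3.3. The 3 rRNA and 50 tRNA rows were left out of library sizes and tests; they held 2.398% and 1.43% of counts in wild type replicates 1 and 2, and 1.65% and 1.29% in Δ*nasT* replicates 1 and 2. Genes with a mean of at least 10 CPM over the 4 libraries were kept (5832). TMM normalization, estimated dispersions and the quasi-likelihood test with Benjamini-Hochberg adjustment were used, with strain as the only factor. A gene passed at an adjusted p of at most 0.05 and a fold change of at least 2. The common biological coefficient of variation was 0.171 and the prior degrees of freedom 4.79. Standard errors are the log2 fold change divided by the square root of the F statistic. The 95% intervals use the same standard errors. Library sizes after the rRNA and tRNA rows were removed ran from 13490465 to 17499626 counts. Both pairs of replicates differed by far more than sampling noise (chi-square per degree of freedom 50.3 and 81.5), so each library counts as 1 replicate.

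The steps were tested on simulated data: counts for the 5832 genes were drawn with the spread estimated for Δ*nasT* against wild type, with 200 genes changed. The quasi-likelihood test recovered 12 of 67 genes changed 2-fold, 59 of 67 changed 4-fold and 65 of 66 changed 8-fold, with 5 of the 5632 unchanged genes passing. The exact test recovered 31, 67 and 66 of these genes, with 31 unchanged genes passing.

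Tests, lists and alternatives were fixed before the data were examined. The genes named are *nasT* and *nasS*, the genes of Tables 2 and 3 and Fig. 1 and the *nir*, *nor* and *nas* genes of the text, the 10 genes with the largest change per direction among those passing whose libraries do not overlap between strains, and of the genes passing that the tables do not list, the 5 per direction with the smallest adjusted p; lists are given as counts with a few such genes, or else the members with the smallest p. Values in the tables had been seen. The list of the bll3368 to bll3387 cluster was chosen after its values were seen. The files hold no product descriptions, so lists were applied by gene symbol, without the copy number at their end, and by identifier. The LIV transport list by annotation therefore has no members, its Fisher test was not run, and LIV transport counts are over the 13 genes of the study's own sets. The carbon monoxide dehydrogenase list was applied by its 4 identifiers alone, a choice made after seeing that the symbol *cox* also names oxidase genes. *nirV* and 4 identifiers of the *nas* list were not matched. The plan took bll4572 for *nasT*; since no source used here pairs them, bll4573 is reported too. The Fisher test for nitrogen metabolism is two-sided.

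Alternatives were DESeq2 1.42.0, median-of-ratios size factors, no filter (8318 genes), at least 10 CPM in 2 libraries (5913 genes), edgeR's exact test, the replicate number as a block, leaving out each library, unique gene reads, limma 3.58.1 on log2 of the authors' RPKM plus 1 or plus 0.1, and no fold change threshold. The authors' p-values adjusted over the genes tested here, and halved counts, were added after seeing the data. The growth and qRT-PCR experiments were not analysed here.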

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

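All tests of explanations in this part were chosen after the results were seen.

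blr6887 (plus strand, 7579783 to 7580217) passed the thresholds and is not among the genes that the paper discusses. It was expressed at 492 and 411 CPM in wild type replicates 1 and 2, and at 1986 and 2476 in Δ*nasT* replicates 1 and 2, a log2 fold change of 2.30 (adjusted p = 0.0046 from edgeR's quasi-likelihood test). In the authors' deposited table its fold change is 4.92 with a corrected p-value of 4.06e-17. It had a fold change close to those of bll4091, blr4764 and blr4022, of which blr4022 did not pass. Reads shared with near-identical copies are argued against as the source by the share placed non-specifically, at most 0.0113% in any of these 4 genes. In each of the 4 genes the lower mutant library was at least 2.89 times the higher wild type library, so both mutant libraries were raised. The 4 genes were picked out by their values in these same libraries, so this is not independent support. An effect of the *nasT* deletion stays a hypothesis, found and tested on the same data.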

How the results depend on the processing

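The 17 genes passed in each of the planned other settings, and the direction of all named genes held in those settings except for 3 genes below. Exactly these 17 genes passed with median-of-ratios size factors, no filter, the other filter, unique gene reads, both limma fits and no fold change threshold, and with halved counts (added later). More genes passed in the settings that follow. In simulated data too, the exact test passed more genes than the quasi-likelihood test, 195 against 141. Of these, 31 and 5 were unchanged genes. For the other settings the cause was not tested. With DESeq2, 28 genes were higher and 37 lower, with LIV transport genes 5 higher and 5 lower, 3 *narK*-*bjgb*-*flp* genes higher, and 59 of the study's 77 genes in its direction. With edgeR's exact test, the counts were 27 and 38, 5 and 5, 3, and 61. With the authors' p-values (added later), they were 40 and 41, 8 and 5, 3, and 74, and *nirA* did not pass.

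With the replicate number as a block, 16 genes were higher and 17 lower, 3 LIV transport genes were higher and 1 lower, 3 *narK*-*bjgb*-*flp* genes were higher, and 31 of the 77 genes passed in the study's direction. The deviations of same-numbered libraries correlated at -0.018, and 2 pairs cannot establish that the numbers pair the samples.

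Leaving out each library in turn, which leaves 1 strain with a single library assumed to vary like the other strain, gave 6 to 78 genes higher and 15 to 61 lower. LIV transport genes ran from 1 to 5 higher and from 0 to 5 lower, *narK*-*bjgb*-*flp* genes from 1 to 3, and the study's genes from 19 to 60. The odds ratio for nitrogen metabolism genes (256) fell to between 14.5 and 160.1 on leaving out a library, and was 32.5 with DESeq2, 29.6 with edgeR's exact test, 77.6 with the replicate block, 352 with no filter and 22.1 with the authors' p-values; its p was at most 0.05 in each. The log2 fold change of norC was -0.026 without wild type replicate 1 and -0.15 without Δ*nasT* replicate 2, that of norB was -0.0090 and -0.026, and that of bll4572 was -0.021 without Δ*nasT* replicate 2; the highest values were 0.17 for norC, 0.24 for norB and 0.11 for bll4572. The Fisher test for LIV transport genes was not run. At this number of libraries, 2-fold changes were mostly missed in simulated data (12 of 67 recovered).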

Differences from the paper's values

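At the paper's thresholds, 17 genes passed here, against the paper's 77. Of these, 13 were lower, against the paper's 40, and 4 were higher, against the paper's 37. Among the alternatives set before the data were examined, the total came within 1.5 times the paper's with DESeq2 (65), edgeR's exact test (65), without wild type replicate 1 (73) and without Δ*nasT* replicate 2 (82). It did not with median-of-ratios size factors, no filter, the other filter, unique gene reads, either limma fit, no fold change threshold (17 in each), the replicate block (33), without wild type replicate 2 (21) or without Δ*nasT* replicate 1 (139). The lower genes came within it in the same 4 settings, and the higher genes in these except without Δ*nasT* replicate 2 (22). The authors' p-values adjusted over the genes tested here, an alternative chosen after seeing the values, gave 81 genes and dropped 3 of the paper's 77 (*nirA*, glnK_2 and bll6920). bll6920 was not tested, since its highest library was at 9.43 CPM before TMM.

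The fold changes of the 76 genes of Tables 2 and 3 that were tested lay within 1 standard error of the paper's, with the same sign. So did the log2 fold changes read by eye from Fig. 1. Those were read with the values found here already known, so they are not an independent check. Neither are the fold changes of Tables 2 and 3, which come from the same libraries. In the authors' deposited table, 39 genes are lower and 38 higher at the paper's thresholds. Of those, bll4573 (fold change -2.08) and blr6887 (4.92) are not in the paper's tables. *nirA* and glnK_2, which the paper marks as passing by p-value only, are in Table 2. The paper gives the LIV transport genes, the carbon monoxide dehydrogenase genes, *napD*, *bjgb*, *flp*, *gcl*, *hyi*, *glxR*, *paaI*, *paaK*, *glnK*2, *mvrA* and *rocD*, bll6500 and bll6502 as changed; here none of them passed. edgeR's exact test and DESeq2 each gave 5 lower and 5 higher LIV transport genes, and blr0335, blr0336, *napD*, blr2807, blr2808, blr3168, *paaI*, *paaK*, bll6500 and bll6502; the exact test also gave *gcl* and *hyi*, and DESeq2 *rocD*. The replicate block gave *napD*, blr2807, blr2808 and 1 lower and 3 higher LIV transport genes. Genes that pass on leaving out 1 library are not support, since 1 strain then has a single library assumed to vary like the other strain. Of the paper's 77 genes, 16 passed here in its direction, 59 with DESeq2, 61 with edgeR's exact test, 31 with the replicate block, 42 without wild type replicate 1, 19 without wild type replicate 2, 60 without Δ*nasT* replicate 1 and 39 without Δ*nasT* replicate 2.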

Other observations

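The following groups had no gene passing with edgeR's quasi-likelihood test or its exact test, with the median log2 fold change in parentheses: 55 genes of ribosomal proteins (0.30), 9 of ATP synthase (0.39), 12 of respiratory complex I (0.26), 62 of flagella and chemotaxis (-0.14), 9 of the micro-oxic terminal oxidase (0.21), 10 of the FixLJ, FixK, NnrR and RegSR regulators (-0.07), 14 of nodulation and type III secretion (0.06), 20 of hydrogenase (0.02) and 3 of iron and heme uptake (-0.18). At an unadjusted p under 0.05, 2, 1, 2, 13, 0, 0, 0, 0 and 0 of these genes were found, against 654 of all 5832 genes tested. Within respiratory complex I the log2 fold changes ran from -1.75 to 0.38. Of 25 heat shock and chaperone genes (0.27), 2 had an unadjusted p under 0.05 and none passed. Of 8 SOS response genes (0.21), blr6135 had a log2 fold change of 1.70 and did not pass with edgeR's quasi-likelihood test. The value for blr6135 was 2.12 without Δ*nasT* replicate 1 and 1.10 without Δ*nasT* replicate 2. It was higher with edgeR's exact test. It was also higher when adjusted over the list alone, which is not independent evidence, since the study chose this gene on the same samples. The 1 Calvin cycle gene tested had a log2 fold change of -0.05. sigA, the reference gene of the paper's qRT-PCR, was at 684 ± 47.0 CPM in the wild type and 804 ± 47.9 in the mutant (SD, n = 2), a log2 fold change of 0.23 (adjusted p = 0.58).

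The tests in the following paragraphs were chosen after the results were seen. The 20 genes from bll3368 to bll3387 (3732872 to 3754954) had a median log2 ratio of -3.95 between wild type replicate 2 and wild type replicate 1, while the Δ*nasT* libraries differed by 0.18. Of these genes, 7 are in the paper's tables. None passed with edgeR's quasi-likelihood test or its exact test, and 7 had an unadjusted p under 0.05. Depth or scaling of wild type replicate 2 is argued against by the counts before scaling, whose median log2 ratio was -0.35 over all genes tested (median absolute deviation 0.25) and -4.29 over these 20 genes. What set the 2 wild type cultures apart stays open, since the design gives no difference between them and no biological explanation was tested.

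The 6 genes from blr2921 to blr2926 (3215068 to 3220648) had a median log2 ratio of 3.04 between Δ*nasT* replicate 2 and Δ*nasT* replicate 1. None passed with edgeR's quasi-likelihood test, all 6 had an unadjusted p under 0.05, and all 6 passed with its exact test. Depth or scaling of that library is argued against by the counts before scaling, whose median log2 ratio was 0.12 over all genes tested (median absolute deviation 0.30) and 3.16 over these 6 genes. Nor does Δ*nasT* replicate 2 alone set the difference from the wild type, since Δ*nasT* replicate 1 lay above the wild type mean by a median of 2.47 on the log2 scale. An effect of the *nasT* deletion whose size varies between cultures stays a hypothesis, untested with 2 libraries per strain.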
